A study of Sorghum bicolor with 96 samples.

How the data were processed

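Gene expression was measured in leaves of sorghum (Sorghum bicolor), a cereal crop, by sequencing polyA RNA. Per the labels' protocols, mRNA was isolated with oligo(dT) beads, indexed libraries were amplified by PCR, and single-end reads of 75 nt were sequenced on a NextSeq 500. The authors deposited a single table of raw counts for 34129 genes in 96 libraries. The values are whole numbers that sum to a different total in each library, and no normalization is stated. The aligner, the counter, the genome build, the annotation version, the use of strand and the treatment of reads with several matches are not stated in the labels or in the header, so genes that share reads with a near-identical copy, or that overlap another gene, could carry counts of their neighbour and are uncertain to that extent.

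Each of the 96 columns carries the title of 1 sample, and the group of each library came from the labels. The libraries form 32 groups of 3, from 2 experiments (cold and heat), 2 genotypes in each, 4 times of day and control or stress. In the treatment text the earliest time is ZT0, while the design text and the sample labels give ZT1; ZT1 was used. A heat stress library of RTX430, replicate 2, is titled as time 1 but carries ZT2 in its other labels, and was kept in the ZT1 group by its title. The cold stress groups of RTX430 at ZT9 and ZT15 hold replicates numbered 1, 3 and 4.

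Tests were fitted with edgeR 4.0.16 in R 4.3.3 on the counts as deposited. The choices described in the rest of this paragraph were made before the data were examined. Each experiment was fitted apart, with the means of its 16 groups in 1 model over its 48 libraries, so that all groups shared an estimate of the spread. Genes with low counts were removed with filterByExpr by group (minimum count 10, minimum total count 15), which left 18248 genes in the cold and 18648 in the heat experiment. At least 99.55% of a library's counts fell in the genes tested. Library sizes were scaled with TMM factors. Contrasts were tested with the quasi-likelihood F-test (glmQLFit, glmQLFTest), and a gene was called when its Benjamini-Hochberg adjusted p was under 0.05. The contrasts were stress minus control in each genotype at each time of day, the difference of that response between the genotypes at each time and jointly over the 4 times, the difference of the response between times within a genotype, and, among controls, the genotypes averaged over times and the times within a genotype. Overlaps of calls were counted with their signs, and the number that independence would give was computed from the share of calls in each direction.

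The precision rests on library totals of 1059841 to 11545393 counts (median 3642164.5). A gene at or under 3 counts in every library of a group was treated as being at the floor, and a fold against such a group is given only as a lower bound. PCR copies were not told apart from separate molecules, so the floor covers counting error only. The common biological coefficient of variation was 0.354 in the cold and 0.394 in the heat experiment.

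The same functions were tested on simulated counts drawn for the real genes from their means, dispersions and library sizes, with 200 genes changed 4-fold. Of these 200, the test of stress against control recovered 77.5% among 16833 genes in the cold layout and 62.5% among 17565 genes in the heat layout. The genotype-by-stress test at a single time recovered 54% and 31.5%, and the joint test over the times recovered 26% and 9.5%. The changed genes were drawn among those above a set mean count. For these tests they were changed at ZT1 only, so the joint test was not tried on a difference shared by the times. In 22 simulated contrasts without any change, 1 gene in all was called. The counts of each gene were drawn apart from those of other genes, so the simulation lacks the shared axis between replicates described below. It therefore does not show how many wrong calls such an axis could cause.

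The alternatives were RLE size factors in place of TMM, DESeq2 1.42.0 in place of edgeR, no filter on low counts, a fit to only the libraries a result concerns, the replicate number as a block, and leaving out each library in turn. Scaling by the library total alone, the exchange of the cold libraries used in the comparison of cold with heat, and the thresholds for genes present in 1 genotype only were added after seeing the data. Other splits of the libraries were fitted to the libraries a result concerns: all 10 splits for 3 against 3 libraries, 100 random splits for most other tests, and 80 for the joint genotype-by-stress test, whose fits take longer.

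Genotype identity was examined with genes whose median over the 24 libraries of a label was above 3 CPM (counts scaled to a library total of 1e6, computed here from the deposited counts and the library totals) and whose median over the libraries of another label was under 0.05 CPM. This check was chosen after seeing the data.

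The identifiers are used as the table gives them. The supplied RefSeq gene table (32945 genes, assembly Sorghum_bicolor_NCBIv3) matched 0 of the 34129 identifiers, and the table of counts does not pair identifiers with names. Lists of heat shock, DREB and clock genes, which were to be taken from gene descriptions, were therefore void, and no gene length or GC content was used here. Genes were named by a rule fixed before the data were examined: among genes called with the same sign in all 8 response contrasts of a stress, the raised and the lowered gene whose smallest absolute log2 fold change over the 8 contrasts was largest. Without names, at most 2 raised and 2 lowered genes are given. The CPM of these genes, and the floors behind their bounds, were scaled to library sizes multiplied by the TMM factors. They thus differ from the CPM on library totals used for genotype identity. The standard errors given for named genes are the absolute log2 fold change divided by the square root of the F statistic. They were derived from the test and not estimated apart. Figures were drawn with matplotlib 3.10.9.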

Results

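Transcript levels were measured in leaves of sorghum plants grown at 30 °C by day and 20 °C by night. Plants were sampled in control conditions or after 1 h at 10 °C (cold experiment) or 1 h at 42 °C (heat experiment). The design asked whether the response to temperature depends on the time of day and on the genotype. RTX430 is described by the submitters as sensitive to temperature and was used in both experiments, SC224 as tolerant in the cold experiment, and Macia as tolerant in the heat experiment. Times are zeitgeber times (ZT), counted in hours from the start of the light period, and were 1, 6, 9 and 15. With 3 replicate libraries in each of 32 groups, there were 96 libraries, 48 per experiment. One heat stress library of RTX430 (replicate 2) is named as time 1 in its title and as ZT2 in its other labels. It was placed at ZT1, and without it the heat response, RTX430 ZT1, comprised 6130 genes in place of 6642.

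Library totals ranged from 1059841 to 11545393 counts, with a median of 3642164.5, and between 16266 and 23229 genes had at least 1 count. The smallest library of each experiment was in cold stress of SC224 at ZT15 (1059841 to 2327508 counts) and in heat controls of RTX430 at ZT6 (1150669 to 4515389 counts). Among the 96 pairs of replicates, 0 were identical, and the smallest chi-square per degree of freedom was 3.823, so no pair looked like copies of 1 library. The libraries were counted as separate replicates on the strength of their labels.

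The genotype labels were compared between the experiments through genes with a median above 3 CPM under one label and under 0.05 CPM under another. Between the 2 cold labels, RTX430 and SC224, 223 genes switched in this way. Between heat RTX430 and heat Macia, 179 did. Libraries labelled RTX430 in the cold and in the heat experiment should share a genotype, yet 250 genes switched between them, while 6 genes switched between cold SC224 and heat RTX430. Of the genes on in only one of the cold labels, those on in cold RTX430 contributed a median of 99.6% of the summed CPM in cold RTX430 libraries (range 99.2% to 99.8%), 0.34% in cold SC224 libraries and 0.65% in heat RTX430 libraries. In all 24 heat RTX430 libraries this share was under 50%. The libraries labelled RTX430 in the 2 experiments thus carried different sets of expressed genes, and the label is used below only as a label. No library was reassigned. Any direction between RTX430 and SC224, and any comparison of cold with heat in RTX430, carries this limit. So does any heat result named for RTX430, its differences from Macia included.

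**Figure D1:**
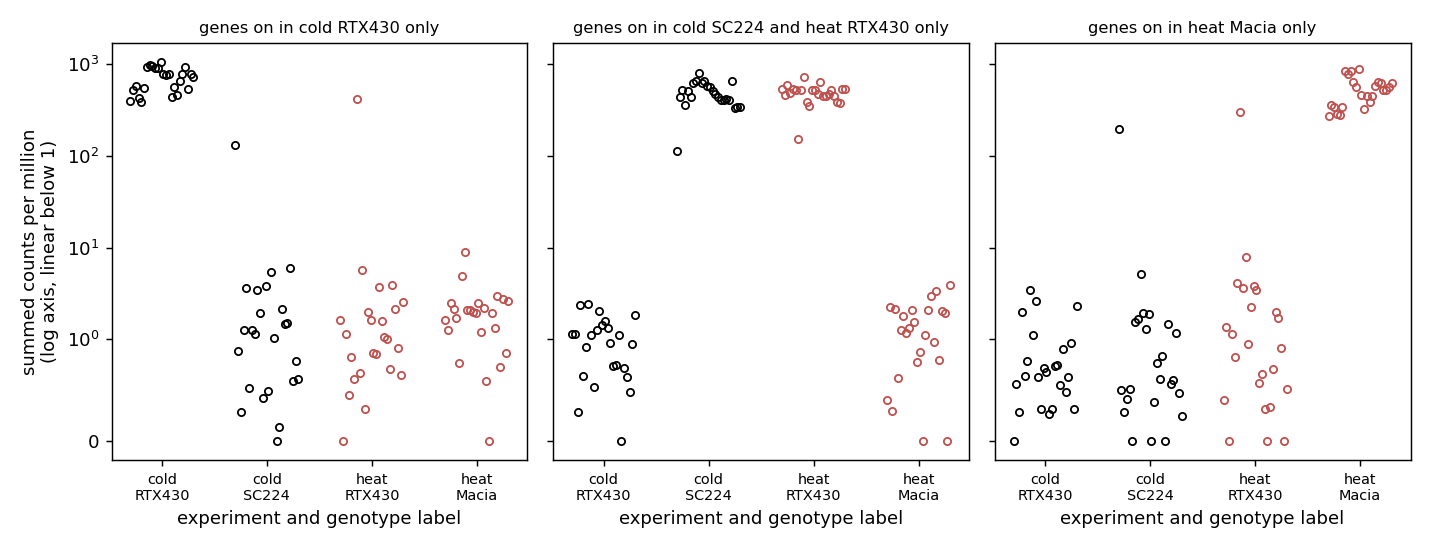
Summed CPM (vertical axis, logarithmic above 1) of genes expressed under one set of labels only, for each of the 24 libraries (points) of the 4 combinations of experiment and genotype label. The sets were chosen by these labels, the middle one as genes on in both cold SC224 and heat RTX430 and absent from cold RTX430 and heat Macia. Apart from this choice, 1 cold SC224 and 1 heat RTX430 library carried genes of all 3 sets.

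Part of the markers of every genotype was found in each of 2 libraries. In cold SC224 ZT1 control replicate 1, the 59 genes found only in cold RTX430 summed to 130 CPM, against 0.289 and 0.889 CPM in its replicates. The 45 genes found only in Macia summed to 194 CPM there, against at most 0.508 CPM in its replicates. In heat RTX430 ZT15 control replicate 1, these sums were 415 and 300 CPM, against at most 5.76 and 7.89 CPM in its replicates. Of the 59, 33 and 45 marker genes of cold RTX430, of cold SC224 with heat RTX430, and of Macia, 14, 16 and 22 had at least 3 counts in the first library and 14, 16 and 24 in the second. Both libraries were kept in the tests. Without the first, 1777 in place of 2022 genes were called in the cold response, SC224 ZT1, and without the second, 5345 in place of 6610 genes in the heat response, RTX430 ZT15.

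The share of counts taken by a few genes varied with the time of day. The 100 most abundant genes of a library held 45.5% ± 5.70 (SD, n = 3) of the counts in cold RTX430 controls at ZT1 and 26.1% ± 3.16 (SD, n = 3) at ZT15. TMM factors, which correct for such shifts, ranged from 0.464 to 1.91. In heat stress at ZT1 they averaged 0.533 in RTX430 and 0.513 in Macia, against 0.93 and 0.855 in the controls. Counts of raised and lowered genes therefore depend on the scaling, and both scalings are given where they differ.

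Cold for 1 h changed the largest number of genes at ZT1. With edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, 1203 of 18248 genes responded in libraries labelled RTX430 at ZT1, 584 at ZT6, 388 at ZT9 and 183 at ZT15. In libraries labelled SC224 the counts were 2022, 519, 495 and 200. Most called genes changed at least 2-fold, for example 496 of the 568 raised and 480 of the 635 lowered genes in RTX430 at ZT1. Raised genes made up 47.2% of the calls in RTX430 and 44.7% in SC224 at ZT1, and between 71.7% and 92% at the later times. Fitting only the 6 libraries concerned lowered several of these counts, for example to 210 in SC224 at ZT1, 43 in RTX430 at ZT9 and 21 in RTX430 at ZT15. Under total-count scaling, the median log2 fold change over all genes in SC224 at ZT1 rose by 0.37, and 75.4% of the calls were raised. In the opposite direction, that scaling gave 54% raised calls in RTX430 at ZT6, 60.1% in SC224 at ZT6 and 51.4% in SC224 at ZT9, against 74.1%, 71.7% and 81.2% with TMM. It gave 68.7% raised calls in RTX430 at ZT1.

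Single libraries moved several of the cold counts by over 1.5 times. For RTX430, 694 genes were called at ZT1 without control replicate 3, and 223 at ZT9 without control replicate 2 but 666 without stress replicate 3. At ZT15, 102 were called without control replicate 2 and 312 without stress replicate 3. For SC224, 1039 genes were called at ZT1 without stress replicate 2, 281 at ZT6 without stress replicate 2, 302 at ZT9 without stress replicate 2 and 105 at ZT15 without control replicate 2. In every fit that left out 1 library, the ZT1 count stayed above the counts of the later times in the same label. In the fit to only the libraries concerned it did not for SC224, where 237 genes were called at ZT6 and 243 at ZT9 against 210 at ZT1.

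**Figure D2:**
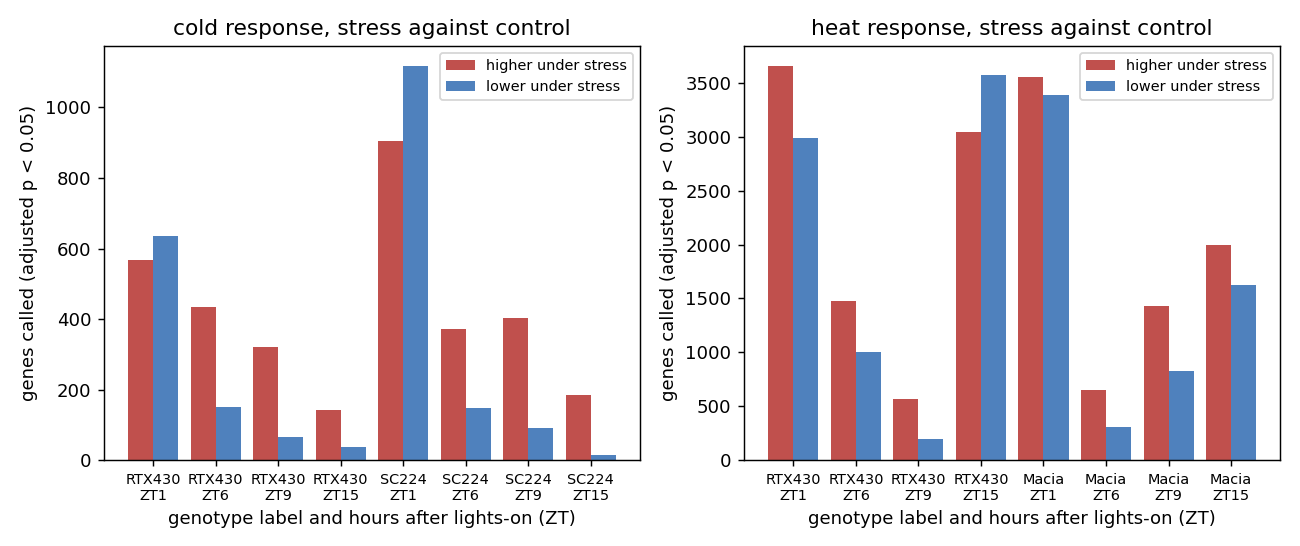
Genes called at an adjusted p under 0.05 (vertical axis) as higher or lower after 1 h of stress than in controls, by genotype label and time of day, for the cold (left) and the heat (right) experiment, with 3 libraries per group. Cold calls fell from 1203 at ZT1 to 183 at ZT15 in RTX430, whereas heat calls were most numerous at ZT1 and ZT15.

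Heat for 1 h changed more genes than cold at each time, although the 2 stresses were fitted apart and their difference was not tested. This order did not hold in every fit: in RTX430 at ZT9, the fit to only the libraries concerned called 40 genes for heat and 43 for cold, and without stress replicate 3 the heat count was 277 against 388 for cold. Without Macia ZT6 control replicate 1, 494 genes were called for heat in Macia at ZT6, against 519 for cold in SC224. Of 18648 genes, 6642 responded in libraries labelled RTX430 at ZT1, 2480 at ZT6, 759 at ZT9 and 6610 at ZT15. In Macia the counts were 6941, 964, 2252 and 3628. With TMM, raised genes made up 55.1% of the calls at ZT1 in RTX430 and 51.2% in Macia. With total-count scaling they made up 21.6% and 21.5%, since the median log2 fold change of all genes shifted by -0.799 and -0.737 relative to TMM (heat response, RTX430 ZT1 and heat response, Macia ZT1). At ZT15 the raised share was 46% in RTX430 and 55.1% in Macia with TMM, and 25.2% and 35% with total-count scaling. With RLE size factors the raised share at ZT1 was 49% in RTX430 and 46.9% in Macia, and with DESeq2 49.3% and 47.6%. Whether more genes rose or fell thus depended on the scaling in both labels at ZT1 and in Macia at ZT15. In RTX430 at ZT15 more fell with both TMM and total-count scaling. At ZT6 and ZT9 the raised share moved by under 10 percentage points between the scalings and stayed above 50%.

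**Figure D3:**
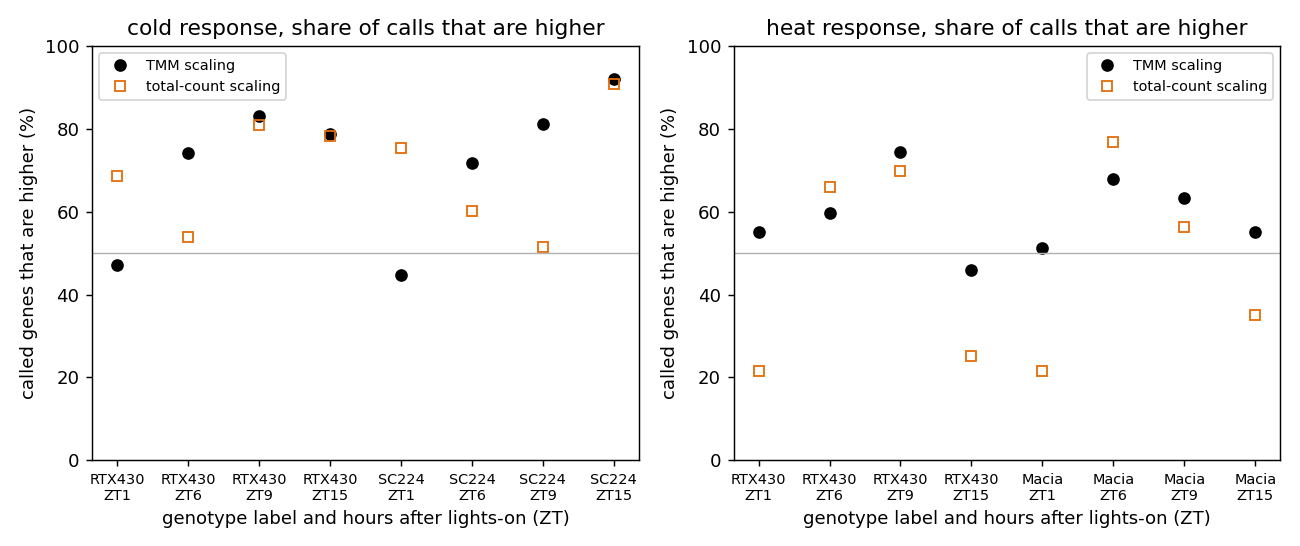
Percentage of called genes that were higher under stress (vertical axis) with TMM scaling (filled circles) and with scaling by library totals (open squares), by genotype label and time of day. With library totals the share moved by -33.5 percentage points in the heat response, RTX430 ZT1, and by 30.7 in the cold response, SC224 ZT1.

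Fitting only the libraries concerned lowered several heat counts, to 900 genes in RTX430 at ZT6, 40 in RTX430 at ZT9, 377 in Macia at ZT6 and 1684 in Macia at ZT15. It raised the count in Macia at ZT9 from 2252 to 2857. In that fit Macia thus had more calls at ZT9 than at ZT15, the reverse of the fit to all libraries. Single libraries moved the counts at ZT6 and ZT9. In RTX430, 1129 genes were called at ZT6 without stress replicate 1, and 277 at ZT9 without stress replicate 3. In Macia, 494 were called at ZT6 without control replicate 1, 1146 at ZT9 without stress replicate 3 and 2414 at ZT15 without stress replicate 3. The counts at ZT1 stayed between 5065 and 6287 in RTX430 and between 5449 and 6356 in Macia when any one library was left out.

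Few genes differed between genotypes in their response. In the cold experiment, the interaction test called 2 genes at ZT1, 0 at ZT6, 1 at ZT9 and 0 at ZT15, and 1 gene in the joint test over the times. At an unadjusted p under 0.05, 1314, 467, 1149 and 572 genes passed at these times, where 912 would by chance. In the heat experiment, 122 genes were called at ZT1 (54 with the larger value in Macia and 68 with the larger value in RTX430), 0 at ZT6, 1 at ZT9 and 16 at ZT15, and the joint test called 90. With total-count scaling, 71 were called at ZT1, 37 with the larger value in Macia and 34 in RTX430. The majority at ZT1 thus changed side with the scaling. Unadjusted, 1582 genes passed at ZT6, where 932 would by chance. DESeq2 called 14 genes at ZT6, 110 at ZT15 and 357 jointly in the heat experiment. In the cold experiment it called 24 at ZT1, 3 at ZT6, 2 at ZT15 and 22 jointly. The fit to only the libraries concerned called 44 at ZT1 and 1 at ZT15 in the heat experiment. The count at ZT1 under heat fell to 52 without Macia control replicate 3. At ZT15 under heat it ranged from 6 without Macia control replicate 2 to 85 without Macia stress replicate 3, and was 9 without RTX430 control replicate 1, which carried markers of all 3 genotypes. Jointly under heat it rose to 186 without RTX430 ZT9 stress replicate 3. For cold at ZT1, 10 of the 12 fits that each left out 1 library called fewer than 2 genes, and the other 2 called 9, 1 of them without SC224 control replicate 2. In simulated data of these layouts, 54% and 31.5% of 4-fold differences (cold and heat) were recovered at a single time. The low counts thus leave room for differences that were not called. The joint test recovered 26% and 9.5%, but the simulated differences were placed at ZT1 only. How well it recovers a difference shared by the 4 times was not simulated.

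A joint test for a difference of the response between the 4 times called 419 genes for cold in RTX430 and 1090 in SC224, and 2084 for heat in RTX430 and 1996 in Macia. DESeq2 gave 755 genes for cold in RTX430, and total-count scaling gave 3131 for heat in RTX430. The cold counts depended on single libraries: 254 genes were called in RTX430 without ZT1 control replicate 3, and 555 in SC224 without ZT1 stress replicate 2.

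Genes called in both genotypes of an experiment nearly always changed in the same direction. For cold, 770 genes at ZT1, 318 at ZT6, 234 at ZT9 and 76 at ZT15 were called with the same sign in both labels and 0 with opposite signs, where independent calls would give 67, 10, 7.43 and 1.49 with the same sign. For heat, 4506, 638, 627 and 2843 genes were shared with the same sign at the 4 times, against 1240, 68.6, 51.8 and 638 under independence, and 26 genes at ZT1 and 12 at ZT15 had opposite signs. Each genotype had its own control libraries, so these overlaps share no control. Under total-count scaling, the heat response in both genotypes, ZT1, comprised 7011 genes. Fitting only the libraries concerned left 40 shared genes at ZT9 under either stress. Without heat RTX430 ZT9 stress replicate 3, 226 genes were shared under heat at ZT9, and without Macia ZT6 control replicate 1, 401 were shared at ZT6.

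Genes called with the same sign at all 4 times numbered 92 for cold in RTX430, 62 for cold in SC224, 550 for heat in RTX430 and 613 for heat in Macia, against fewer than 2 under independence in each case (at most 1.75). The fit to only the libraries concerned gave 11, 22, 39 and, for the heat response at all 4 ZTs, Macia, 288. Leaving out 1 library gave as few as 61 (without RTX430 ZT15 control replicate 2), 40 (without SC224 ZT15 control replicate 2), 199 (without RTX430 ZT9 stress replicate 3) and 383 genes (without Macia ZT6 control replicate 1).

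Cold and heat responses were compared in libraries labelled RTX430, which the switching genes set apart between the experiments. At ZT1, 640 genes responded to both stresses, 379 in the same and 261 in the opposite direction. At ZT6, 121 of 138 shared genes changed in the same direction, at ZT9 11 of 26, and at ZT15 79 of 91. Independent calls would give 203, 38.8, 9.35 and 28.6 genes with the same sign. With the cold libraries labelled SC224 in place of RTX430, 1029 genes were shared at ZT1 (627 in the same direction), 147 at ZT6, 29 at ZT9 (19 in the same direction) and 117 at ZT15. The majority at ZT9 thus changed side with the choice of cold libraries. Leaving out 1 library gave 381 genes at ZT1 (without cold control replicate 3), 37 at ZT6 (without heat stress replicate 1) and 7 at ZT9 (without heat stress replicate 3). At ZT15 it gave 49 (without cold control replicate 2) or 165 (without cold stress replicate 3).

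Among controls, the time of day was the largest source of difference tested. It called 9213 genes in RTX430 and 9543 in SC224 in the cold experiment, and 8907 in RTX430 and 8615 in Macia in the heat experiment. The genotypes differed in 3739 genes in the cold experiment (1864 with the larger value in SC224, 1875 in RTX430) and in 2483 in the heat experiment (1283 with the larger value in Macia, 1200 in RTX430). Total-count scaling raised the time-of-day counts to between 10986 and 12172 genes. The fit to only the libraries concerned gave 7764, 6835, 6479 and 9328 genes for the time of day, and 3098 genes for the genotypes of the cold experiment.

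The 3 genes named by rule are given by identifier, since the identifiers could not be paired with names. For cold, 45 genes were raised and 0 lowered in all 8 contrasts. Sobic.009G120800 had the largest minimum rise among them. In RTX430 at ZT6 it rose from 2.34 ± 2.17 to 183 ± 50.2 CPM (SD, n = 3), a log2 fold change of 6.31 with a standard error of 0.53 and an adjusted p of 1.51e-10 (edgeR). Its smallest change, in SC224 at ZT1, was 5.25 with a standard error of 0.50.

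For heat, 326 genes were raised and 38 lowered in all 8 contrasts. Sobic.003G082000 was nearly absent from controls and reached 20100 ± 3760 CPM (SD, n = 3) in RTX430 at ZT1 and 12700 ± 3400 CPM in Macia at ZT1. These CPM are scaled with the TMM factors, which averaged 0.533 and 0.513 in these stress groups. On library totals alone the values would be lower. Its smallest change was a log2 fold change of 9.89 with a standard error of 1.21, in Macia at ZT15, with an adjusted p of 1.03e-07 (edgeR). In RTX430 at ZT9, where the controls were at the floor, it was at least 451-fold higher, a bound that fell to 149-fold without stress replicate 3. Sobic.002G345850 fell from 13.7 ± 4.7 to 1.8 ± 0.252 CPM (SD, n = 3) in Macia at ZT6, a log2 fold change of -2.89 with a standard error of 0.58 and an adjusted p of 0.00149 (edgeR). Stress libraries were at the floor in RTX430 at ZT15 and in Macia at ZT1 and ZT9, where it was at least 3.22-fold, 2-fold and 2.74-fold lower. The Macia bounds were 4.26-fold without ZT1 stress replicate 1 and 7.24-fold without ZT9 stress replicate 2. In RTX430 at ZT1, also at the floor, the bound of 1.07-fold fell to 0.682 without control replicate 3, so no fold is given there. Its smallest change was -2.6 with a standard error of 0.63, in RTX430 at ZT6. It was no longer called in all 8 contrasts without RTX430 ZT6 control replicate 3, ZT9 control replicate 3 or ZT9 stress replicate 3.

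**Figure D4:**
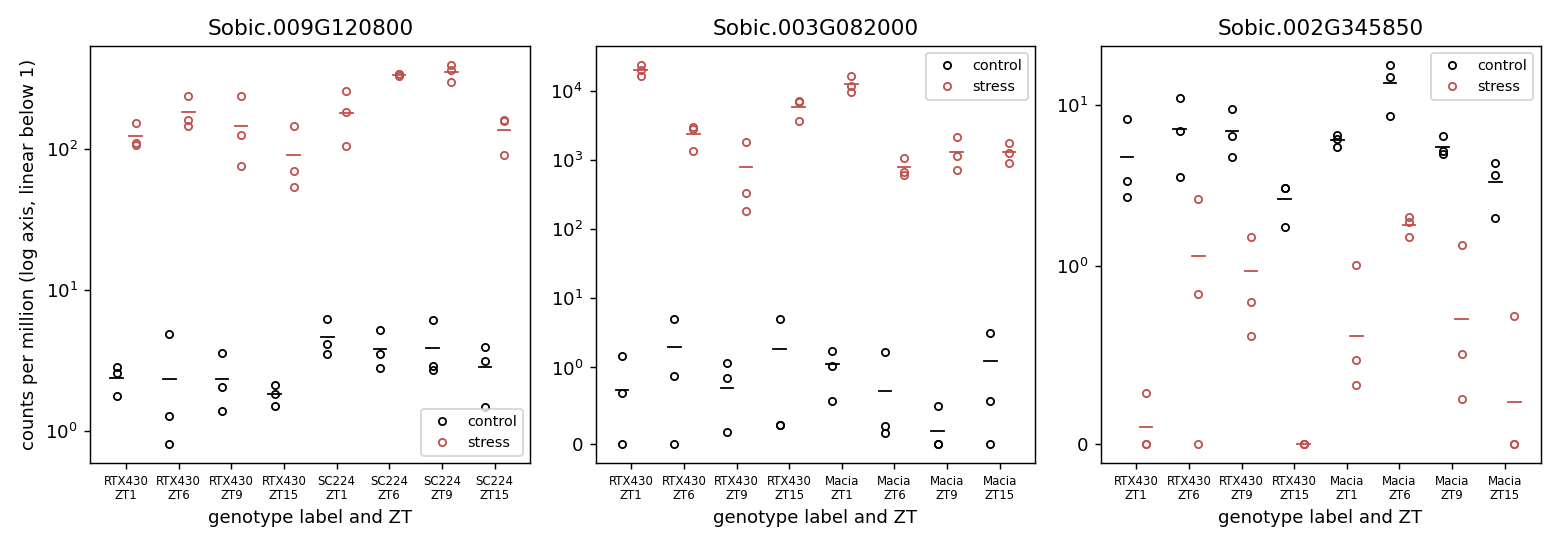
CPM scaled with TMM factors (vertical axis, logarithmic above 1) of the 3 genes named by rule, in each control (black) and stress (red) library, with the group mean as a line, by genotype label and time of day. Stress libraries lay above controls in the cold panel and in the middle panel, and below them in the right panel.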

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

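The tests of scaling, depth, single libraries with markers of all 3 genotypes and other splits were described before their results were computed, but 2 choices came after values had been seen: the splits of the joint genotype test were raised to 80, and a loss of calls without such a library was read as undecided where leaving out another library lost as many.

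In each result below, the response to stress differed between the genotype labels or between the times of day by a test of the difference itself. Reads shared between paralogs, gene length and GC content were not tested, since gene descriptions and sequences were not used here. Other splits exchanged the labels of the libraries and refitted only the libraries concerned, so the counts for the real split come from that smaller fit. The numbers of splits given below count the real split too. Random splits of an interaction can line up with the genotype or the time of day itself and then call many genes, and in other splits these effects widen the spread and hide calls, so the comparison can err in either direction. Calling at least 50% of the genes again under a setting was fixed beforehand as counting against that explanation as the whole cause.

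Under heat at ZT1, 122 genes responded differently in RTX430 and Macia. Total-count scaling called 71 of these 122 again, which argues against scaling as the whole cause. With every library thinned to the total of the shallowest one, 38 of the 122 were called again. Thinning also costs power, so a difference in depth cannot be told apart from a real difference for the remaining genes. Of 100 splits of the 12 libraries, 7 (the real one included) gave at least the 44 genes that the real one called in this smaller fit. A random grouping of the libraries is thus not excluded either. Without Macia ZT1 control replicate 3 the count fell to 52. A difference between genotypes stays open, and its cause was not tested.

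Under heat at ZT15, 16 genes differed between genotypes. Total-count scaling called 13 of them again and equal depth 8, just the 50% set beforehand, which argues against both as the whole cause. Without RTX430 control replicate 1, which carried markers of all 3 genotypes, 7 of the 16 were called again. Leaving out any other library concerned kept between 6 and 16 of them, so the loss is not particular to that library, and its part cannot be told apart from the loss of a replicate. The count ranged from 6 without Macia ZT15 control replicate 2 to 85 without Macia ZT15 stress replicate 3. Of 100 splits, 6 (the real one included) gave at least the 1 gene that the real one called in this smaller fit. A random grouping is thus not excluded here.

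The joint test over the 4 times called 90 genes under heat. Total-count scaling called 63 of them again, the fit without the library with markers of all 3 genotypes 79, and equal depth 32, where the loss of power leaves depth open. Of 80 splits, 1 (the real one) gave as many genes, and the highest count of another split was 72. This argues against a random grouping for the joint result by the number of calls, although at an unadjusted p under 0.05 another split reached 3682 genes against 1943. Without RTX430 ZT9 stress replicate 3 the joint count rose to 186. At ZT9 under heat, 1 gene was called, Sobic.006G272600, which is named here after its values were seen. It was called again under total-count scaling (1 gene) and not at equal depth (0 genes), and 100 of 100 splits gave as many by construction, since the fit to these libraries alone called 0 (561 genes had an unadjusted p under 0.05 in the fit to all libraries). Without RTX430 ZT9 stress replicate 3, 3 genes were called, and without RTX430 ZT9 control replicate 1, 0.

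In the cold experiment, the genotype labels differed in 2 genes at ZT1, 1 at ZT9 and 1 in the joint test. These were Sobic.001G380700 and Sobic.001G448300 at ZT1 and Sobic.007G213800 at ZT9 and in the joint test, named here after their values were seen. At an unadjusted p under 0.05, 1314, 1149 and 893 genes passed, where 912 would by chance. Total-count scaling called 0 of the called genes again in each case, and so did equal depth (0 of each), so scaling alone may account for these few calls. Without SC224 control replicate 1, which carried markers of all 3 genotypes, 0 of the 2 genes at ZT1 and 1 of 1 in the joint test were called again. For ZT1, leaving out other libraries kept between 0 and 2 of the genes, so the effect of that library cannot be told apart from that of any other. At ZT1, 10 of the 12 fits that each left out 1 library called fewer than 2 genes, and 2 called 9, 1 of them without SC224 ZT1 control replicate 2. The call at ZT9 was lost in 10 of 12 such fits, for example without RTX430 ZT9 control replicate 1. The joint count fell to 0 in 10 of 48, for example without the same library, and rose to 2 in 3, for example without RTX430 ZT15 stress replicate 1. At ZT1 and at ZT9 the smaller fit called 0 genes for the real split, so that 100 of the 100 splits gave as many by construction and the comparison says nothing about these calls. In the joint test, 11 of 80 splits gave as many as the 1 gene of the real split, so a random grouping is not excluded there.

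The response to stress differed between times of day in all 4 series of libraries. For cold in RTX430, 419 genes were called, of which total-count scaling called 248 again and equal depth 152. For cold in SC224, 1090 were called, of which total-count scaling called 698 again, equal depth 472 and the fit without the control library with markers of all 3 genotypes 831. For heat in RTX430, 2084 were called, of which 1264, 1186 and 1839 were called again under the same 3 settings. For heat in Macia, 1996 were called, of which 1259 were called again under total-count scaling and 916 at equal depth. Scaling and these 2 control libraries are therefore argued against as the whole cause. Depth is argued against for heat in RTX430, and for the other 3 it cannot be told apart from the loss of power on thinning. Of 100 splits in each series, the real one included, 4 gave as many genes as the real one for cold in RTX430 and 4 for cold in SC224. For heat, 1 did in RTX430 (the real one) and 2 in Macia. The highest count of another split was 3596, 3554, 48 and 4097 in this order, against 239, 717, 1433 and 1945 for the real one. At an unadjusted p under 0.05, another split exceeded the real one in each series (6604 against 2252, 5825 against 3304, 5404 against 3918 and 7451 against 4626). The cold result in SC224 fell to 555 genes without ZT1 stress replicate 2, and that in RTX430 to 254 without ZT1 control replicate 3. A dependence of the response on the time of day is the biological explanation the design offers, and it remains a hypothesis here.

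For the remaining interaction tests, 100 of 100 splits gave at least the 0 genes of cold ZT6 and 100 of 100 those of heat ZT6, again by construction, and 2 of 100 the 1 gene that the fit to the cold ZT15 libraries alone called. At an unadjusted p under 0.05, 467, 1582 and 572 genes passed in these 3 tests.

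Each stress response compared 3 with 3 libraries, which make 10 splits, so the share can never be under 0.1 and this count alone cannot exclude a random grouping. The real split alone gave as many genes (1 of 10) in 15 of the 16 responses, and the other splits of these called 0 genes, with at most 401 to 3113 genes at an unadjusted p under 0.05. In 2 of the 15, an unadjusted count of another split exceeded that of the real one: 1578 against 1268 for cold in RTX430 at ZT15 and 3113 against 2082 for heat in RTX430 at ZT9. Beyond the splits, the genes called with the same sign in both genotypes exceeded those of independent calls at each time of both experiments (76 against 1.49 for cold at ZT15, 4506 against 1240 for heat at ZT1). Independent calls take no account of the shared axis between replicates described below, along which random groupings could share genes too. The excess alone therefore does not exclude a random grouping. The response outside these 15 was cold in RTX430 at ZT9, where 2 of the 10 splits gave as many. The other split put control replicate 1 with stress replicates 1 and 4 and called 2466 genes, against 43 for stress and control in the same fit. Those 3 libraries had 43.26%, 45.37% and 41.14% of their counts in the 100 most abundant genes, and the other 3 had 31.28%, 37.95% and 32.19%, so that split followed the composition of the libraries, a comparison made after the split was seen. Among controls, the real grouping by genotype gave the highest count in both experiments (1 of 100 splits each), as did the real grouping by time of day in all 4 series (1 of 100 each).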

How the results depend on the processing

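Total-count scaling, the exchange of the cold libraries and the other thresholds for switching genes were chosen only after seeing the data, and the remaining alternatives were chosen before. Counts are compared with those of the test described in the report, and a change by at most 1.5 times is treated as no change. Where no reason is given for a change, the cause was not tested. The lists of heat shock, DREB and clock genes were not run, since the identifiers could not be paired with descriptions.

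With RLE size factors, 0 of 52 counts changed. With them the raised share in the heat at ZT1 fell to 49% against 55.1% in RTX430 and 46.9% against 51.2% in Macia, which reversed the majority. With DESeq2 these shares were 49.3% and 47.6%. DESeq2 changed 11 of 52, all to higher counts. For genotype by stress in the cold it called 24 genes against 2 at ZT1 (20.8% with the larger value in SC224 against 0%), 3 against 0 at ZT6, 2 against 0 at ZT15 and 22 against 1 jointly. In the heat it called 14 against 0 at ZT6, 2 against 1 at ZT9, 110 against 16 at ZT15 and 357 against 90 jointly. It called 755 against 419 genes for time of day by stress in cold RTX430. For genes responding to both cold and heat it gave 52 against 26 at ZT9 and 137 against 91 at ZT15. At cold ZT6 and ZT15 and heat ZT6, 467, 572 and 1582 genes had an unadjusted p under 0.05 in the test of the report. The cause was not tested. Without the low-count filter 2 of 52 changed, with more genes tested: 0 against 2 for cold genotype by stress at ZT1 and 17 against 26 for cold and heat at ZT9.

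Fitting only the libraries concerned changed 31 of 52, 30 to lower and 1 to higher counts. Fewer libraries then set the estimate of the spread. Cold responses fell to 43 against 388 genes in RTX430 at ZT9, 21 against 183 at ZT15, and in SC224 to 210 against 2022 at ZT1, 237 against 519 at ZT6 and 243 against 495 at ZT9. Heat responses fell to 900 against 2480 in RTX430 at ZT6 and 40 against 759 at ZT9, and in Macia to 377 against 964 at ZT6 and 1684 against 3628 at ZT15. Raised genes made up 100% of the calls against 83% in cold RTX430 at ZT9, 100% against 78.7% at ZT15, 94.1% against 71.7% in SC224 at ZT6, 93% against 81.2% at ZT9, 73.7% against 59.6% in heat RTX430 at ZT6 and 97.5% against 74.3% at ZT9. Genotype by stress gave 0 against 2 in the cold at ZT1, 0 against 1 at ZT9 and 1 against 0 at ZT15, and in the heat 44 against 122 at ZT1, 0 against 1 at ZT9 and 1 against 16 at ZT15 (0% with the larger value in Macia against 56.2%). Time of day by stress gave 239 against 419 in cold RTX430 and 717 against 1090 in SC224. Responses at all 4 times gave 11 against 92 in cold RTX430, 22 against 62 in SC224, 39 against 550 in heat RTX430 and 288 against 613 for the heat response at all 4 ZTs, Macia. Responses in both genotypes gave 176 against 770, 189 against 318, 40 against 234 and 20 against 76 for cold at the 4 times, and for heat 261 against 638 at ZT6, 40 against 627 at ZT9 and 1356 against 2843 for the heat response in both genotypes, ZT15. Cold and heat shared 41 against 138 genes at ZT6, 0 against 26 at ZT9 and 11 against 91 at ZT15. Sobic.002G345850 was no longer called in all 8 contrasts in this fit.

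With the replicate number as a block, 18 of 52 changed, all to lower counts. Across 46 pairs of control and stress libraries with the same number, the median correlation of deviations was -0.009 (range -0.491 to 0.608), so the numbers do not pair the libraries and a call lost here does not mark a weaker effect. Cold RTX430 gave 124 against 388 genes at ZT9 (96% raised against 83%) and 31 against 183 at ZT15 (93.5% against 78.7%), and 82.3% against 71.7% of the calls were raised in SC224 at ZT6. Heat RTX430 gave 452 against 759 at ZT9. Genotype by stress gave 0 against 2 for cold ZT1, 0 against 1 for ZT9 and 0 against 1 jointly, and for heat 77 against 122 at ZT1, 0 against 1 at ZT9 and 45 against 90 jointly (75% with the larger value in Macia against 56.2% at ZT15). Time of day by stress gave 184 against 419 in cold RTX430. Responses at all 4 times gave 25 against 92 in cold and 337 against 550 in heat RTX430. Both genotypes shared 119 against 234 genes for cold at ZT9, 24 against 76 at ZT15 and 389 against 627 for the heat response in both genotypes, ZT9. Cold and heat shared 77 against 138 at ZT6, 3 against 26 at ZT9 and 13 against 91 at ZT15.

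Total-count scaling changed 8 of 52, 6 to lower and 2 to higher counts. It gave 108 against 200 genes for cold SC224 at ZT15, 0 against 2, 0 against 1 and 0 against 1 for cold genotype by stress at ZT1, ZT9 and jointly, and 71 against 122 for heat at ZT1. It gave 3131 against 2084 for time of day by stress in heat RTX430, 7011 against 4506 for the heat response in both genotypes, ZT1, and 13 against 26 for cold and heat at ZT9. Besides the raised shares given in the report for the stress responses, 77.3% against 56.2% of the genotype differences under heat at ZT15 had the larger value in Macia. With SC224 in place of RTX430 in the cold, 1 of 4 shared counts changed, to 1029 against 640 at ZT1.

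With a threshold of 10 CPM, 54, 59, 56, 1, 45 and 45 genes switched between cold RTX430 and cold SC224, cold RTX430 and heat RTX430, cold RTX430 and Macia, cold SC224 and heat RTX430, cold SC224 and Macia, and heat RTX430 and Macia. With 1 CPM they were 515, 591, 531, 35, 468 and 426, against 223, 250, 234, 6, 178 and 179. A stricter or looser threshold changes these counts by construction. Cold SC224 and heat RTX430 gave the lowest count of the 6 at each of the 3 thresholds.

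When each library concerned was left out in turn, 31 of 52 counts moved by over 1.5 times in at least 1 fit, with fewer libraries in each. The ranges below are in genes, and a library is named where the count moved that far without it. The cold response in RTX430 ranged at ZT1 from 694 (without RTX430 ZT1 control replicate 3) to 1070, ZT9 from 223 (without RTX430 ZT9 control replicate 2) to 666 (without RTX430 ZT9 stress replicate 3), ZT15 from 102 (without RTX430 ZT15 control replicate 2) to 312 (without RTX430 ZT15 stress replicate 3). The cold response in SC224 ranged at ZT1 from 1039 (without SC224 ZT1 stress replicate 2) to 1881, ZT6 from 281 (without SC224 ZT6 stress replicate 2) to 563, ZT9 from 302 (without SC224 ZT9 stress replicate 2) to 425, ZT15 from 105 (without SC224 ZT15 control replicate 2) to 163. Genotype by stress in the cold ranged at ZT1 from 0 (without RTX430 ZT1 control replicate 1 and others) to 9 (without SC224 ZT1 control replicate 2 and others), any time from 0 (without RTX430 ZT9 control replicate 1 and others) to 2 (without RTX430 ZT15 stress replicate 1 and others), ZT9 from 0 (without RTX430 ZT9 control replicate 1 and others) to 1. Time of day by cold stress ranged in RTX430 from 254 (without RTX430 ZT1 control replicate 3) to 528, SC224 from 555 (without SC224 ZT1 stress replicate 2) to 1186. The cold response at all 4 times ranged in RTX430 from 61 (without RTX430 ZT15 control replicate 2) to 106, SC224 from 40 (without SC224 ZT15 control replicate 2) to 66. The heat response in RTX430 ranged at ZT6 from 1129 (without RTX430 ZT6 stress replicate 1) to 2504, ZT9 from 277 (without RTX430 ZT9 stress replicate 3) to 988. The heat response in Macia ranged at ZT6 from 494 (without Macia ZT6 control replicate 1) to 885, ZT9 from 1146 (without Macia ZT9 stress replicate 3) to 2310, ZT15 from 2414 (without Macia ZT15 stress replicate 3) to 3978. Genotype by stress in the heat ranged at ZT1 from 52 (without Macia ZT1 control replicate 3) to 121, any time from 65 to 186 (without RTX430 ZT9 stress replicate 3), ZT9 from 0 (without RTX430 ZT9 control replicate 1 and others) to 3 (without RTX430 ZT9 stress replicate 3), ZT15 from 6 (without Macia ZT15 control replicate 2 and others) to 85 (without Macia ZT15 stress replicate 3). The heat response at all 4 times ranged in RTX430 from 199 (without RTX430 ZT9 stress replicate 3) to 670, Macia from 383 (without Macia ZT6 control replicate 1) to 656. The heat response in both genotypes ranged at ZT6 from 401 (without Macia ZT6 control replicate 1) to 663, ZT9 from 226 (without RTX430 ZT9 stress replicate 3) to 764. Genes responding to cold and heat ranged at ZT1 from 381 (without cold RTX430 ZT1 control replicate 3) to 613, ZT6 from 37 (without heat RTX430 ZT6 stress replicate 1) to 144, ZT9 from 7 (without heat RTX430 ZT9 stress replicate 3) to 37, ZT15 from 49 (without cold RTX430 ZT15 control replicate 2 and others) to 165 (without cold RTX430 ZT15 stress replicate 3). Of the 720 values from these fits, 101 were lower and 15 higher by that margin. The other 21 counts did not move that far. Sobic.002G345850 lost a call in heat RTX430 without ZT6 control replicate 3, ZT9 control replicate 3 or ZT9 stress replicate 3, and its smallest log2 fold change lay between -2.76 and -2.14 across all 48 fits, whereas Sobic.009G120800 and Sobic.003G082000 kept their calls in all these fits.

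Depth limits what a low count says. Fits at equal depth, with 1057515 counts per library in the cold and 1148852 in the heat experiment, called fewer genes in 11 of 11 of the interaction tests with calls.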

Other observations

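The tests of the genotype labels, of the 2 libraries with markers of all 3 genotypes and of library depth as a source of the spread within groups were chosen only after the pattern was seen, as was the comparison of control with stress spread in the heat experiment, while those of the genes the 2 libraries share, composition, sampling time and uneven stress were described before their results were computed, although a low correlation with sampling time was read as undecided only after its value was seen.

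Heat libraries labelled RTX430 expressed the genes that were on in cold libraries labelled SC224 and not those on in cold libraries labelled RTX430. A difference in growth or handling between the experiments is argued against, since only 6 genes switched between cold SC224 and heat RTX430, against 250 between the 2 sets labelled RTX430. A candidate explanation is that the RTX430 and SC224 labels were exchanged in the cold experiment. Another is that SC224 plants carried the RTX430 label in the heat experiment, which has no SC224 label. Both were tested together on 3438 genes that differed between the cold labels among controls. None of these genes was among the switching genes of any pair of labels. In 2983 of them, or 86.8%, the mean of heat RTX430 controls lay nearer to cold SC224 than to cold RTX430, against 55% for heat Macia. Which experiment would carry the wrong labels was not tested, as no reference for the lines was used here. If the cold labels were the exchanged ones, the cold responses given for RTX430 would be those of SC224 and the reverse. If the heat label were the wrong one, the heat responses given for RTX430 would be those of SC224. The differences given between RTX430 and Macia would then be between SC224 and Macia.

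In 2 control libraries, genes found under only one of the other labels were expressed. In cold SC224 ZT1 control replicate 1, an admixture from cold RTX430 plants alone is argued against by 194 CPM of genes found only in Macia. In heat RTX430 ZT15 control replicate 1, an admixture of Macia alone is argued against by 415 CPM of genes found only in cold RTX430. A mixture of all 3 genotypes would go with the shares estimated from the summed markers, which added to 104% and 103% in the 2 libraries. It is argued against by the number of marker genes detected. Of 137 marker genes, 52 had at least 3 counts in the first library and 54 in the second, whereas 1000 simulated mixtures with the shares estimated from the summed markers gave 83 to 110 and 106 to 126. A candidate explanation is a further line that carries part of each set. The detected genes had a median level of 95.6% and 81.9% of control libraries of their genotype at the same time of day, above the 27.9% to 42.8% and 30.3% to 43.7% of the simulated mixtures. Of the detected genes, 49 were the same in both libraries, where random draws of as many genes gave 14 to 33, so the same line may be in both. Which line this would be was not tested, and no biological explanation was tested.

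Part of the difference between replicates of a group lay along a shared axis. The first principal component of the deviations from group means held 32.8% of the variance within groups in the cold and 25.2% in the heat experiment, against 11.1% and 10.3% for the next one. Across 17561 genes, which are not independent replicates, the loadings of the 2 experiments correlated with r = 0.82. Library depth (log10 of the total) and composition were taken as deviations from the group mean too. Depth is argued against, with r = 0.18 across the 48 cold libraries (permutation within groups, two-sided, p = 0.34, adjusted 0.45; Spearman's rho 0.19, p = 0.27, adjusted 0.36) and r = -0.06 across the 48 heat libraries (p = 0.70, adjusted 0.70; rho -0.10, p = 0.56, adjusted 0.56). Without the 2 libraries farthest from the median in depth, r was 0.17 and 0.05. The share of counts in the 100 most abundant genes followed the axis, with r = 0.81 in the cold (permutation p = 3e-05, adjusted 6e-05; rho 0.79, p = 1e-05, the smallest the permutations can give, adjusted 4e-05) and r = 0.70 in the heat experiment (permutation p = 3e-05, adjusted 6e-05; rho 0.70, p = 5e-05, adjusted 1e-04). Without the 2 farthest libraries r was 0.78 and 0.65. Adjustment was over these 4 relations, and the sign of the axis was set by composition. Composition is measured on the same counts, so this says how the libraries differ and not why.

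Sampling at unequal times within a group cannot be told apart from other sources of this axis, since a correlation under the 0.5 set beforehand does not exclude it and composition itself varied with the time of day. Across genes, the loadings correlated with differences between neighbouring times of day among controls by at most -0.24 in the cold and -0.36 in the heat experiment. Uneven stress between plants gave the higher values of 0.49 and -0.47, which lie only just under the 0.5 set beforehand, so the correlation alone is weak evidence against it. The control libraries, which had no stress, also spread along the axis, with a root mean square of 45 against 33.3 in stress libraries of the cold experiment and 33.3 against 42.5 in the heat experiment. Uneven stress alone would leave the controls without such a spread, but a part in the heat experiment stays open. What moves replicates along this axis, such as the state of the plant, the part of the leaf or the RNA, was not tested, and the labels give no batch to compare it with.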
